# Transcriptome sequencing and bioinformatics analysis of gastrocnemius muscle in type 2 diabetes mellitus rats

**DOI:** 10.1186/s12891-024-07568-x

**Published:** 2024-06-08

**Authors:** Kuishuai Xu, Liang Zhang, Tianrui Wang, Tengbo Yu, Xia Zhao, Yingze Zhang

**Keywords:** Type 2 diabetes mellitus, Gastrocnemius muscle, Sarcopenia, Transcriptomics, Apoptosis

## Abstract

**Objective:**

Type 2 diabetes mellitus (T2DM) is one of the high risk factors for sarcopenia. However, the pathogenesis of diabetic sarcopenia has not been fully elucidated. This study obtained transcriptome profiles of gastrocnemius muscle in normal and T2DM rats based on high-throughput sequencing technology, which may provide new ideas for exploring the pathogenesis of diabetic sarcopenia.

**Methods:**

Twelve adult male Sprague-Dawley rats were randomly divided into Control group and T2DM group, and gastrocnemius muscle tissue was retained for transcriptome sequencing and real-time quantitative polymerase chain reaction (qRT-PCR) 6 months later. Screening differentially expressed genes (DEGs), Cluster analysis, gene ontology (GO) functional annotation analysis and Kyoto Encyclopedia of Genes and Gnomes (KEGG) functional annotation and enrichment analysis were performed for DEGs. Six DEGs related to apoptosis were selected for qTR-PCR verification.

**Results:**

Transcriptomic analysis showed that there were 1016 DEGs between the gastrocnemius muscle of T2DM and normal rats, among which 665 DEGs were up-regulated and 351 DEGs were down-regulated. GO analysis showed that the extracellular matrix organization was the most enriched in biological processes, with 26 DEGs. The extracellular matrix with 35 DEGs was the most abundant cellular component. The extracellular matrix structural constituent, with 26 DEGs, was the most enriched in molecular functions. The highest number of DEGs enriched in biological processes, cellular components and molecular functions were positive regulation of transcription by RNA polymerase II, nucleus and metal ion binding, respectively. There were 78, 230 and 89 DEGs respectively. KEGG pathway enrichment analysis showed that ECM-receptor interaction, PI3K-Akt signaling pathway and TGF-β signaling pathway(*p* < 0.001) had higher enrichment degree and number of DEGs. qRT-PCR results showed that the fold change of Map3k14, Atf4, Pik3r1, Il3ra, Gadd45b and Bid were 1.95, 3.25, 2.97, 2.38, 0.43 and 3.6, respectively. The fold change of transcriptome sequencing were 3.45, 2.21, 2.59, 5.39, 0.49 and 2.78, respectively. The transcriptional trends obtained by qRT-PCR were consistent with those obtained by transcriptome sequencing.

**Conclusions:**

Transcriptomic analysis was used to obtain the “gene profiles” of gastrocnemius muscle of T2DM and normal rats. qRT-PCR verification showed that the genes related to apoptosis were differentially expressed. These DEGs and enrichment pathways may provide new ideas for exploring the pathogenesis of diabetic sarcopenia.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12891-024-07568-x.

## Introduction

Diabetes is a metabolic disease characterized by hyperglycemia, and the number of diabetic patients has increased dramatically in recent years [1]. In addition to the common macrovascular and microvascular complications, people with diabetes also have decreased muscle strength and function. This age-related loss of muscle mass, combined with decreased muscle strength and physical function, is known as sarcopenia [2]. Sarcopenia has now been included in the International Classification of Diseases as an independent disease. In the process of the rapid development of global population aging, sarcopenia has become a mainstream public health problem [3]. At the same time, more and more studies have begun to pay attention to individuals with diabetic sarcopenia. Studies have shown that the occurrence of diabetic sarcopenia will increase the risk of falls and disabilities, reduce the quality of life, and increase the mortality of patients [4]. Recent studies have shown that T2DM is closely related to sarcopenia. With the progression of T2DM, the skeletal muscle function and muscle mass of patients will gradually decrease, and the prevalence of sarcopenia is much higher than that of the normal population. Wang et al. [5] showed that the prevalence of sarcopenia in T2DM patients was 1.56 times that of healthy people. The study of Kim et al. [6] showed that patients with diabetes had a 3 times higher risk of sarcopenia than patients without diabetes. Sarcopenia has received increasing attention due to its severe impact on the quality of life in elderly T2DM patients, and has therefore been recognized as a third category of disabling complications in T2DM patients in addition to microvascular and macrovascular complications. At present, the exact mechanism of diabetic tendinopathy has not been fully elucidated, and there is a lack of targeted interventions and drugs. Therefore, the in-depth study of the pathological mechanism of diabetic sarcopenia and the search for new therapeutic targets have important guiding significance for the clinical prevention and control of diabetic sarcopenia.

With the development of systems biology, omics technology, which consists of transcriptomics, proteomics, genomics and metabolomics, has been widely used in basic research. Transcriptomics is a discipline that studies the transcriptional regulation of all genes in cells at the overall level. It has become an important bridge between genomic genetic information and biological functions, and is of great significance in interpreting the functional composition of genomes and revealing the mechanisms of body development and diseases [7]. The first transcriptome study of muscle cells from 5 participants with strength training and 5 controls with sedentary lifestyles identified 69 differentially expressed genes [7]. Another important finding achieved by RNA sequencing is that skeletal muscle dysregulation during bed rest in the old may be driven by alterations in molecules related to fibrosis, inflammation, and cell adhesion [8]. The role of altered mitochondrial function in the pathological loss of skeletal muscle mass and function in older people was also reported [9].Although transcriptomics has been applied in the research field of sarcopenia, as one of the complications of diabetes, the report of transcriptomics on diabetic sarcopenia has not been published.

Although the exact mechanisms underlying sarcopenia are far to be unveiled, accumulating preclinical evidence suggests that an age-related acceleration of myocytes loss via apoptosis might represent a key mechanism driving the onset and progression of muscle loss [10–12]. Based on this, transcriptome sequencing was performed on gastrocnemius muscle of T2DM and normal rats in this study to screen out differential genes that may be involved in regulating apoptosis, and qPT-PCR was performed on them. This study further explores the potential genes that play a regulatory role in the process of sarcopenia induced by T2DM, and provides a reference for elucidation of the molecular mechanism of diabetic sarcopenia.

## Materials and methods

### Animal model and grouping

Twelve 8-week-old Sprague-Dawley rats were provided by Animal Center of Qingdao University and randomly divided into Control group and T2DM group, with 6 rats in each group. All animals were raised in clean, suitable (20–24 ° C) animal houses, and were accommodated 2 weeks before the experiment, with free access to food. T2DM group rats were fed high fat diet (#MD12033; MediScience Diets Co., Ltd., Yangzhou, China); The Control grou fed all animals with normal diet for 6 months. T2DM rat models were induced by high-fat diet combined with low-dose streptozotocin (Aladdin Co., Ltd., Beijing, China). After fasting for 12 h, rats were intraperitoneally injected with STZ 40 mg/kg [13]. Blood glucose level was measured in tail vein blood 72 h later. If the blood glucose level was ≥ 16.7 mmol/l for 3 consecutive days, the diabetic rat model was considered to be successfully established [14]. Six months after T2DM induction, Euthanasia was carried out by administering an intraperitoneal injection of pentobarbital euthanasia solution (Euthasol®) at a dosage of 100 mg/kg. After the gastrocnemius muscle was cut and weighed, it was divided into three parts: one part was placed in 4% paraformaldehyde solution for hematoxylin-eosin(H&E) staining; The other part was placed in the − 80 refrigerator for qRT-PCR detection; The last part was loaded into liquid nitrogen for transcriptomic detection. The animal study was reviewed and approved by Ethics Committee for Laboratory Animal Welfare of Qingdao University (No.202301SD60202311100). The study is reported in accordance with ARRIVE guidelines.

### Histological evaluation

This is consistent with our previous experimental process [13]. The gastrocnemius muscle were fixed ina neutral solution of paraformaldehyde for 24 h, then paraffin embedding and securing were performed. Conventional H&E staining was observed on automatic scanners (3DHISTECH P250 FLASH, Beijing, China) and images were retained.

### qRT-PCR analysis

Total RNA was extracted from gastrocnemius muscle of T2DM and normal rats by Trizol method [15]. The RNA concentration was detected, cDNA was synthesized by reverse transcription according to the instructions of reverse transcription kit, and qRT-PCR was performed using SYBR Green kit (Q711-02, azyme, Nanjing, China). PCR reaction system 10µL. The specificity of reaction products was verified by the melting curve, and quantitative fluorescence analysis was performed using a real-time fluorescence quantifier (Thermo Fisher Scientific, Shanghai, China). The experiments were repeated 3 times. After the target gene amplification results were corrected by internal reference, the target gene amplification results of the blank group were used as control, and the mRNA expression levels of different samples were compared by 2^−△△CT^. Primer sequences are shown in Table 1.

**Table 1:** Sequencing results of rat gastrocnemius muscle specimen

Samples	Raw reads/bp	Clean reads/bp	Q30/%	GC content/%	Total mapped reads(%)	Uniquely mapped reads(%)
Control group-1	38,025,888	38,025,888	97.20	49	32,350,080(92.65%)	29,786,709(85.31%)
Control group-2	42,410,232	42,410,232	97.46	48	35,387,719(92.86%)	32,419,133(85.07%)
Control group-3	41,435,246	41,435,246	97.15	49	34,609,393(92.20%)	32,035,933(85.34%)
T2DM group-1	42,663,550	42,663,550	96.64	49	34,408,518(89.12%)	31,754,891(82.25%)
T2DM group-2	43,999,056	43,999,056	97.27	51	33,406,661(89.11%)	30,747,882(82.01%)
T2DM group-3	42,771,350	42,771,350	96.62	49	33,853,846(88.78%)	31,428,083(82.42%)

### Transcriptomic analysis

Total RNA was isolated and purified using Trizol reagent (Invitrogen, Carlsbad, CA, USA) following the manufacturer’s procedure. The RNA amount and purity of each sample was quantified using NanoDrop ND-1000 (NanoDrop, Wilmington, DE, USA). After quality control, libraries were constructed as previously described [16]. mRNA-seq were performed on the Hiseq4000 platform (Illumina, CA, USA) with 150 strategy. Lc-Bio Technologies (Hangzhou, China) was responsible for the above sequencings. The DEGs were selected with fold change>2 or fold change<0.5 and with parametric F-test comparing nested linear models (adjusted p-value<0.05) by R package edgeR (https://bioconductor.org/packages/release/bioc/html/edgeR.html).

### Statistical analysis

SPSS 25.0 statistical software (IBM, Armonk, NY, USA) was used for data analysis and processing. Student’s t-test was used to perform statistical comparisons between qRT-PCR data. Figures were plotted using GraphPad Prism 8.0 (La Jolla, CA) with mean ± standard error of the mean (SEM). P value < 0.05 indicated statistical significance.

## Results

### Histologic analysis

The gastrocnemius tissue of normal rats was orderly, regular in shape, uniform in size, and the nucleus was visible around the muscle fibers. There was no obvious atrophy, edema or rupture of muscle cells. In diabetic rats, the space of gastrocnemius cells increased significantly, and the muscle fibers showed obvious atrophy and inflammatory infiltration **(**Figure 1A**)**. At the same time, the fiber cross-sectional area of gastrocnemius muscle was significantly reduced in T2DM rats compared with control rats (Fig. 1B).

**Fig. 1:**
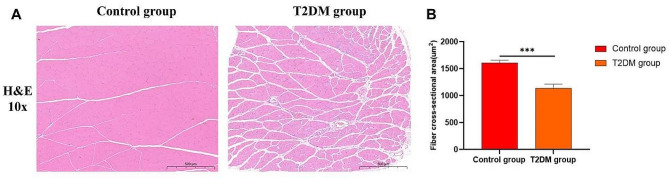
(**A**) Representative images of Hematoxylin and eosin (H&E) staining(10X). (**B**) Fiber cross-sectional area. ***p < 0.001 versus Control group. The values are presented as means, with the error bars depicting the standard deviation

### Filtering and quality assessment of transcriptome sequencing data

Transcriptomic analysis and study design of gastrocnemius muscle in T2DM rats (Figure 2). 

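Gastrocnemius muscle from 3 of the 6 rats in the Control group and 3 of the 6 rats in the T2DM group was sequenced, one library per rat. The T2DM rats had a high-fat diet and streptozotocin at 40 mg/kg, and muscle was taken 6 months later. Messenger RNA was read on an Illumina platform with 150 base reads. For each of 20028 genes the authors deposited a count per rat that was not normalized, and the FPKM, which divides by transcript length and sequencing depth. The counts are whole numbers, and their totals are larger than the mapped reads of the sequencing table. How they were made is not stated, and they were treated as estimated counts. Total counts per rat ranged from 44844562 to 48454475, with a median of 48012152 in the Control group and 45337953 in the T2DM group. The paper's text does not name the aligner, the counting method or the genome build. Gene positions given here are those of the authors' annotation. Neither the labels nor the paper gives a sequencing or library batch. The 12173 genes with a mean FPKM of at least 0.5 over the 6 rats were tested. Counts were normalized by edgeR's TMM method, and the groups were compared with edgeR's quasi-likelihood F-test. P values were adjusted over the tested genes by the Benjamini-Hochberg method. With the thresholds of the paper's methods, a gene was called a DEG when its adjusted p was below 0.05 and its fold change, taken here as the ratio of the group mean FPKMs, was above 2 or below 0.5. The same replicate numbers in the 2 groups belong to different rats. With 3 rats against 3, the smallest p that an exact two-sided permutation test can give is 0.1.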

After quality control filtering of the original data obtained by transcriptomics, the average value of sample Q30 is 97.06%, and the average GC content is about 49.17%. The quality of the library meets the requirements of subsequent analysis. The results of Unigenes showed that the comparison rates of all samples ranged from 88.78 to 92.86%, and the unique comparison rates ranged from 82.01 to 85.34%. The transcriptome data meets the quality control requirements and can be analyzed later (Table 2).

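Between 16132 and 17311 genes had a count above 0 in each library, and between 11532 and 12492 genes had an FPKM of at least 0.5. A gene with 3 counts in a library corresponds to between 0.0619 and 0.0669 CPM. The number 3 was chosen as a floor. Since the total counts exceed the mapped reads, it is no direct measure of counting error. The paper's mapped reads were 32350080, 35387719 and 34609393 in the Control rats and 34408518, 33406661 and 33853846 in the T2DM rats. The mapping rate listed by the paper was lower in every T2DM library than in every Control library (exact permutation test, two-sided p = 0.1, the smallest that 3 rats against 3 allow). Across the tested genes, Pearson's r of log2(FPKM + 0.1) was 0.971 to 0.976 between Control rats, 0.932 to 0.967 between T2DM rats and 0.903 to 0.948 between a Control and a T2DM rat. These coefficients are across genes, and genes are not independent replicates. TMM factors were 1.01, 0.944 and 0.882 in the Control rats and 1.12, 0.966 and 1.10 in the T2DM rats. Mitochondrial genes took 18.7%, 22.5% and 18.2% of the counts in the Control rats and 17.7%, 10.1% and 12.7% in the T2DM rats (exact permutation test, two-sided p = 0.1). The 10 most counted genes together took 29.8% to 31.5% of the counts in the Control rats and 26.8% to 29.4% in the T2DM rats.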

**Table 2:** Basic information list of 6 DEGs related to apoptosis

Gene name	Gene id	FC	log2(FC)	*p*	Regulation
Map3k14	ENSRNOG00000003278	3.45	1.79	0.00	up
Atf4	ENSRNOG00000017801	2.21	1.14	0.00	up
Pik3r1	ENSRNOG00000018903	2.59	1.37	0.00	up
Il3ra	ENSRNOG00000001325	5.39	2.43	0.00	up
Gadd45b	ENSRNOG00000019822	0.49	-1.02	0.00	down
Bid	ENSRNOG00000012439	2.78	1.47	0.00	up

**Fig. 2:**
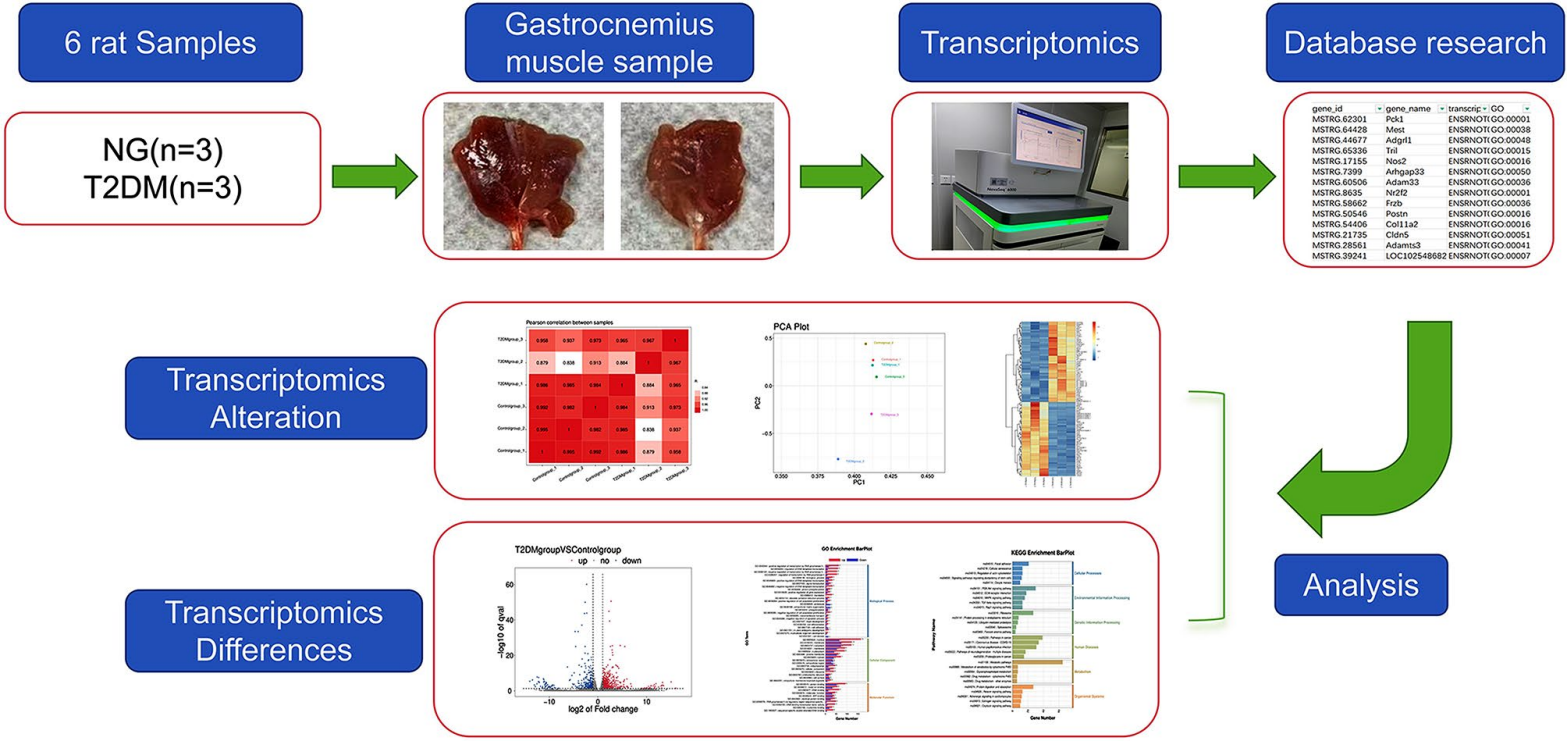
Study design and transcriptomics analysis of the gastrocnemius muscle in diabetic rats. Overview of the cohort (including 3 normal samples and 3 type 2 diabetes samples) and study design (including RNA extraction, library construction, bioinformatics analysis of RNA-seq, and screening of DEGs)

### DEGs analysis

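Of the 12173 genes tested, 613 were DEGs, with 449 up-regulated and 164 down-regulated in the T2DM group. Without the condition on the fold change, 1209 genes had an adjusted p below 0.05. The groups did not overlap in 4410 of the tested genes, or 36.2%, where chance gives 10% for 3 rats against 3, and they did not overlap in any of the 613 DEGs. The share of up-regulated genes among the DEGs was 73.2%, and 61.8% when FPKM was scaled by the median ratio of the samples, which gave 351 up-regulated and 217 down-regulated DEGs. The count fell most when Control rat 2 was left out, to 76 DEGs. The up-regulated DEG with the smallest adjusted p was Rusc2 (ENSRNOG00000045843), which lies on chromosome 5 from 58855773 to 58882096. Its FPKM was 2.78 ± 0.439 (SD, n = 3) in the Control group and 18.2 ± 0.883 (SD, n = 3) in the T2DM group, a log2 fold change of 2.56 (standard error 0.13, adjusted p = 5.3e-04 from edgeR's quasi-likelihood test). The next up-regulated DEGs were Rpl30 at a log2 fold change of 2.12, Sobp at 2.27, Acsf2 at 2.42 and Sqor at 2.81. Rpl30 overlaps SNORA72 in the annotation, Sobp overlaps AC132752.1 and Acsf2 overlaps Chad. Hacd1 (ENSRNOG00000043192), on chromosome 17 from 81173713 to 81187739, was the down-regulated DEG with the smallest adjusted p. Its FPKM was 56.1 ± 4.76 (SD, n = 3) in the Control group and 11.3 ± 0.989 (SD, n = 3) in the T2DM group, a log2 fold change of -2.47 (standard error 0.11, adjusted p = 5.3e-04). It was followed by Megf10 at a log2 fold change of -2.90, Nrep at -2.46, Col4a1 at -2.78 and C1qtnf6 at -4.18. Of the 613 DEGs, 604 are also in the paper's supplementary list of DEGs, all 604 in the same direction, and 9 are not.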

Transcriptomic analysis showed that there were 1016 DEGs between the gastrocnemius of T2DM and normal rats, among which 665 DEGs were up-regulated and 351 DEGs were down-regulated (Additional file 1). The basic information of 6 DEGs related to apoptosis was shown in Table 3. principal component analysis (PCA) analysis was performed on each sample according to the gene expression level. 

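The annotation places Map3k14 (ENSRNOG00000003278) on chromosome 10 from 91303428 to 91353601 and Atf4 (ENSRNOG00000017801) on chromosome 7 from 121480723 to 121482772. Pik3r1 (ENSRNOG00000018903) lies on chromosome 2 from 31745088 to 31826867, and Il3ra (ENSRNOG00000001325) on chromosome 12 from 18534767 to 18540166. Gadd45b (ENSRNOG00000019822) lies on chromosome 7 from 11646269 to 11648322, and Bid (ENSRNOG00000012439) on chromosome 4 from 153442218 to 153465203. Il3ra overlaps Asmtl, and none of the other 5 genes overlaps another annotated gene. The number of counts behind each gene differed widely. Atf4 had 6468 to 18135 counts per rat, Pik3r1 1138 to 5281, Map3k14 195 to 1350 and Gadd45b 323 to 1016. Bid had 70 to 275 counts per rat, and Il3ra had 8 to 140.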

The closer the distance, the higher the similarity between the samples. PCA analysis results showed that T2DM and normal rat gastrocnemius samples were significantly separated, indicating certain differences in the composition of gene expression between the two groups of samples (Fig. 3A). 

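In a PCA of log2(FPKM + 0.1) over the 12173 tested genes, the first component held 47.3% of the variance and the second 27.0%. On the first component the Control rats lay at -33.6, -36.8 and -37.9 and the T2DM rats at 26.9, 54.9 and 26.5. The second component parted T2DM rat 2, at -45.0, from T2DM rats 1 and 3, at 26.0 and 38.2, while the Control rats lay between -21.9 and 9.30. The difference between the groups made up 45.8% of the total squared distance. No other split of the 6 rats into 3 and 3 gave as large a share among the 10 possible splits, and the next largest was 23.8%. The smallest share of splits that this design can give is 1 of 10, or 1 of 4 when only the splits that part every pair of same-numbered rats are counted. On FPKM without a log, where the few most expressed genes dominate, the difference between the groups made up 56.2% of the squared distance and the next split 49.4%. From the distance between the samples on its PCA plot (Fig. 3A), the paper concludes that the composition of gene expression differs between the groups.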

The volcano diagram (Fig. 3B) shows the expression of DEGs directly. 

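Hierarchical clustering of the 6 rats with average linkage was run on log2(FPKM + 0.1). Over the 613 DEGs, each scaled to unit variance, the first division of the tree separated the 3 Control rats from the 3 T2DM rats. Since these genes were selected for a difference between the groups, that division follows from the selection. Over all 12173 tested genes, and over the 11560 of them that were not DEGs, the first division set T2DM rat 2 apart from the other 5 rats.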

Cluster analysis was performed on the two groups of data to obtain the differential gene cluster heat map (Fig. 3C), where the horizontal coordinate represents different samples and the vertical coordinate represents different DEGs.

**Table 3:** Primer information of RT-PCR gene

Gene	Sequence (5’-3’)
GAPDH	Gapdh-F: CTGCCTTCTCTTGTGACAAAGTG
	Gapdh-R: TTGATGACCAGCTTCCCATTCTC
Map3k14	Map3k14-F: GGCTGCTTAGGACTGACTCATTG
	Map3k14-R: GCAAATATAGGGACGGACGGTATC
Atf4	Atf4-F: ATAGAAGAGGTCCGTAAGGCAAGG
	Atf4-R: CAGCAAACACAGCATCACAAGAC
Pik3r1	Pik3r1-F: GCAGGTCTCGTAATGTCGTTCTTG
	Pik3r1-R: TCGCTGACTGACTCTTCCTCTTG
Il3ra	Il3ra-F: GCTGCTGCTGTCGGTTACTATG
	Il3ra-R: GTCGATGCTTAGGTTCCTGATGG
Gadd45b	Gadd45b-F: GAGAGCAGAGGCAATAACCAGTG
	Gadd45b-R: TTTTAGGGGACAGCAACTCAACAG
Bid	Bid-F: GAAGCCAGGTCCCAGAGAACAG
	Bid-R: TCAGCCCTTCAGGTACACTCAAG

NIK, NF-kB-inducing kinase; Gadd45, growth arrest and DNA damage-inducible beta; ATF4, Activating transcription factor 4;Pik3r1, Phosphoinositide-3-kinase regulatory subunit 1; Il3ra, Interleukin 3 receptor subunit alpha; Bid, BH3 interacting domain death agonist;

**Fig. 3:**
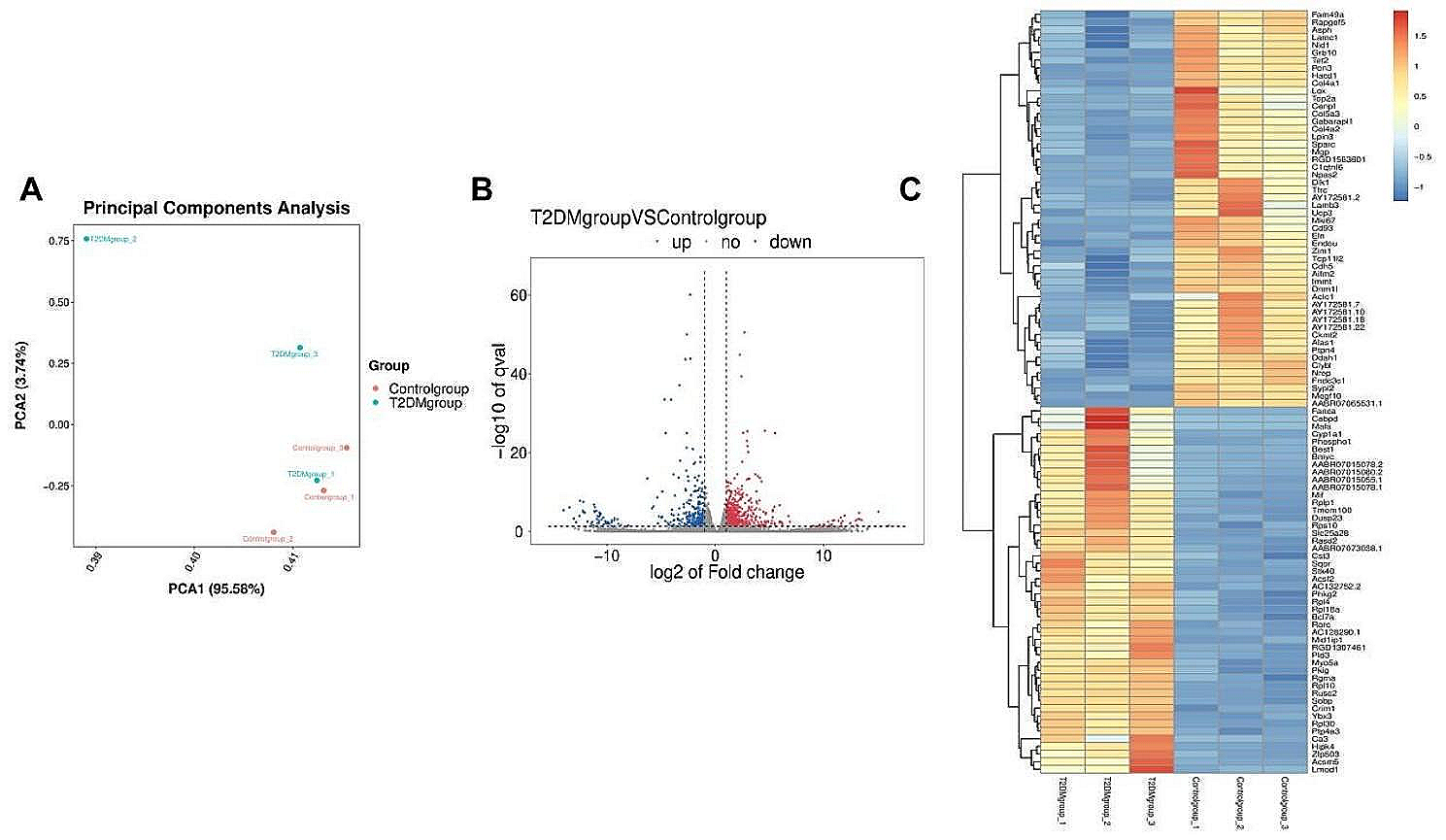
(**A**)Principal component analysis (PCA) analysis. (**B**) Volcano plot of DEGs between two comparison groups. Each dot represents one gene red dots represent the significantly upregulated genes, and blue dots represent the significantly downregulated genes gray dots represent no significant DEGs. (**C**) Heatmap of annotated genes with increasing and decreasing trend. Each column represents a sample, and each gene is visualized in a row red indicates a high abundance, and blue indicates a relatively low abundance of genes

### GO enrichment analysis and KEGG pathway analysis

GO functional enrichment analysis **(**Fig. 4A **and Additional file 2)** showed that the extracellular matrix organization had the most significant enrichment in biological processes, with a total of 26 DEGs. 

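The annotation of the deposited file assigns 10920 of the tested genes, 511 of them DEGs, to at least 1 GO term. Enrichment was tested against those 10920 genes with Fisher's exact test, one-sided, over the 4722 terms with at least 5 of them, and 14 terms had an adjusted p below 0.05. The extracellular matrix organization term held 78 tested genes, of which 14 were DEGs, 13 of them down-regulated. This was 3.84-fold the number given by chance (adjusted p = 0.0068), and the term had the smallest p of the biological processes whose category could be read. The category could not be read for 4128 of the 4722 terms, and the smallest p among those was 0.0069. The enrichment changed most with the DEGs: with the down-regulated DEGs alone it was 13.5-fold, and with the up-regulated DEGs alone 0.372-fold. After Col4a1, the member DEGs with the smallest adjusted p were Eln, Col5a3, Nid1 and LOC100911572. Eln, which encodes elastin, fell from an FPKM of 12.9 ± 1.94 (SD, n = 3) in the Control group to 3.55 ± 0.501 (SD, n = 3) in the T2DM group, with a log2 fold change of -2.001 (standard error 0.18, adjusted p = 0.0052 from edgeR's quasi-likelihood test). The log2 fold changes of Nid1 and LOC100911572 were -1.79 and -2.24. When all 78 genes of the term were compared with the other tested genes by limma's camera test, which uses no DEG threshold, their mean log2 fold change was lower by a shift of -0.73 (adjusted p = 1.1e-09 over 8 gene sets). The camera test presets the correlation between genes at 0.01, and with the correlation estimated from these 6 rats the adjusted p of this set was 0.27.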

The extracellular matrix with 35 DEGs was the most abundant cell component. 

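The extracellular matrix term held 105 tested genes, of which 20 were DEGs, 17 down-regulated and 3 up-regulated, or 4.07-fold the number given by chance (Fisher's exact test, one-sided, adjusted p = 1.1e-04). Among the cellular components whose category could be read it had the second smallest p, after collagen trimer, of whose genes 12 were DEGs, all down-regulated. Of the 105 genes, 77 had a log2 fold change below the median of the tested genes and 28 above it, with a mean shift of -0.74 (camera test, adjusted p = 4.0e-10, and 0.27 with the correlation between genes estimated). Lamc1, which encodes a laminin chain, had an FPKM of 32.5 ± 3.42 (SD, n = 3) in the Control group and 12.5 ± 2.83 (SD, n = 3) in the T2DM group, a log2 fold change of -1.54 (standard error 0.15, adjusted p = 0.0061). Mgp fell by 1.66 on the log2 scale, and Phospho1 was higher in the T2DM group with a log2 fold change of 1.84.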

The extracellular matrix structural constituent, with 26 DEGs, was the most enriched in molecular functions. 

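Of the 31 tested genes of the extracellular matrix structural constituent term, 16 were DEGs, 15 of them down-regulated. The enrichment was 11.0-fold (Fisher's exact test, one-sided, adjusted p = 3.1e-10), the smallest p of all 4722 terms. The mean shift of the 31 genes was -1.72 (camera test, adjusted p = 2.1e-25, and 0.20 with the correlation between genes estimated), and 27 of them lay below the median of the tested genes. The type IV collagen genes Col4a1 and Col4a2 are neighbors on chromosome 16, from 83522162 to 83632153 and from 83387364 to 83438561. Col4a1 had an FPKM of 62.3 ± 7.16 (SD, n = 3) in the Control group and 10.1 ± 2.73 (SD, n = 3) in the T2DM group (standard error of the log2 fold change 0.18, adjusted p = 0.0012). For Col4a2 the FPKM was 29.7 ± 7.06 (SD, n = 3) and 7.12 ± 2.08 (SD, n = 3), a log2 fold change of -2.21 (standard error 0.21, adjusted p = 0.0061). Col5a3 fell from 9.66 ± 2.74 (SD, n = 3) to 1.57 ± 0.520 (SD, n = 3). In each of these genes every T2DM rat was below every Control rat.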

The highest number of DEGs enriched in biological processes, cell components and molecular functions were positive regulation of transcription by RNA polymerase II, nucleus and metal ion binding, respectively. There were 78, 230 and 89 DEGs respectively. 

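By number of DEGs, the first biological process was the positive regulation of RNA polymerase II transcription, with 49 DEGs among 669 tested genes, 39 up-regulated and 10 down-regulated. Its enrichment was 1.57-fold and did not pass the correction (Fisher's exact test, one-sided, adjusted p = 0.20). The nucleus term held 135 DEGs among 3066 tested genes, 114 up-regulated and 21 down-regulated, or 0.941-fold the number given by chance (adjusted p = 1). Metal ion binding held 54 DEGs among 1097 tested genes, 36 up-regulated and 18 down-regulated, or 1.05-fold (adjusted p = 1). These 3 terms had the most DEGs among the terms of their category, where the category could be read. Protein binding, whose category could not be read, held 86 DEGs. Several member DEGs belong to more than 1 of the terms, such as Top2a, with a log2 fold change of -4.67 (standard error 0.37, adjusted p = 0.0033), which is in all 3. Other members with small adjusted p values were Tet2 at a log2 fold change of -1.51, Npas2 at -3.36, Mid1ip1 at 2.32, Cyp1a1 at 5.36 and Ddah1 at -1.82.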

KEGG pathway enrichment analysis (Fig. 4B and Additional file 3) showed ECM-receptor interaction, PI3K-Akt signaling pathway and TGF-β signaling pathway(*p* < 0.001) showed higher enrichment and differential gene number.

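For KEGG, 4743 of the tested genes and 235 of the DEGs were annotated, 324 pathways were tested with Fisher's exact test, one-sided, and 4 had an adjusted p below 0.05. These were protein digestion and absorption (17 DEGs, adjusted p = 1.1e-07), ribosome (25 DEGs, adjusted p = 1.6e-04), coronavirus disease (25 DEGs, adjusted p = 0.0040) and ECM-receptor interaction. In ribosome and in coronavirus disease all 25 DEGs were up-regulated, and in protein digestion and absorption 15 of 17 were down-regulated. How many genes these 4 pathways share was not counted, so they may not be 4 separate results. ECM-receptor interaction held 57 tested genes, of which 10 were DEGs, all down-regulated, or 3.54-fold the number given by chance (adjusted p = 0.033). Without the filter on low FPKM its adjusted p was 0.081. The TGF-β signaling pathway had 9 DEGs among 67 tested genes, 7 up-regulated and 2 down-regulated, or 2.71-fold (adjusted p = 0.26), the sixth smallest p. With limma on log2(FPKM + 1) its adjusted p was 0.015, the smallest of 31 alternatives, of which 2 gave a value below 0.05. The PI3K-Akt signaling pathway had 17 DEGs among 233 tested genes, 7 up-regulated and 10 down-regulated, or 1.47-fold (adjusted p = 1). Of these 17 DEGs, 9 also belong to ECM-receptor interaction, and all 9 were down-regulated. The camera test gave a mean shift of -0.78 for ECM-receptor interaction (adjusted p = 5.7e-11), -0.25 for PI3K-Akt (adjusted p = 0.0047) and 0.044 for TGF-β (adjusted p = 0.52), which was -0.0038 without the filter on low FPKM. With the correlation between genes estimated from the 6 rats, none of the 3 sets passed, and the adjusted p of the first and second was 0.27. The 189 PI3K-Akt genes outside ECM-receptor interaction had a mean shift of -0.090. Lamb3 had the largest change among the 5 ECM-receptor DEGs with the smallest adjusted p, from an FPKM of 1.25 ± 0.576 (SD, n = 3) in the Control group to 0.0857 ± 0.0321 (SD, n = 3) in the T2DM group (log2 fold change -4.003, standard error 0.45, adjusted p = 0.0077). Among the TGF-β DEGs, Rgma, Acvr1b and Acvr2b were up-regulated with log2 fold changes of 1.28, 1.18 and 1.40, and Tfdp1 fell by 1.29 on the log2 scale. From the enrichment and the number of DEGs in Fig. 4B, the paper singles out these 3 pathways, and its discussion proposes them as leads on how diabetic sarcopenia arises.

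**Figure D1:**
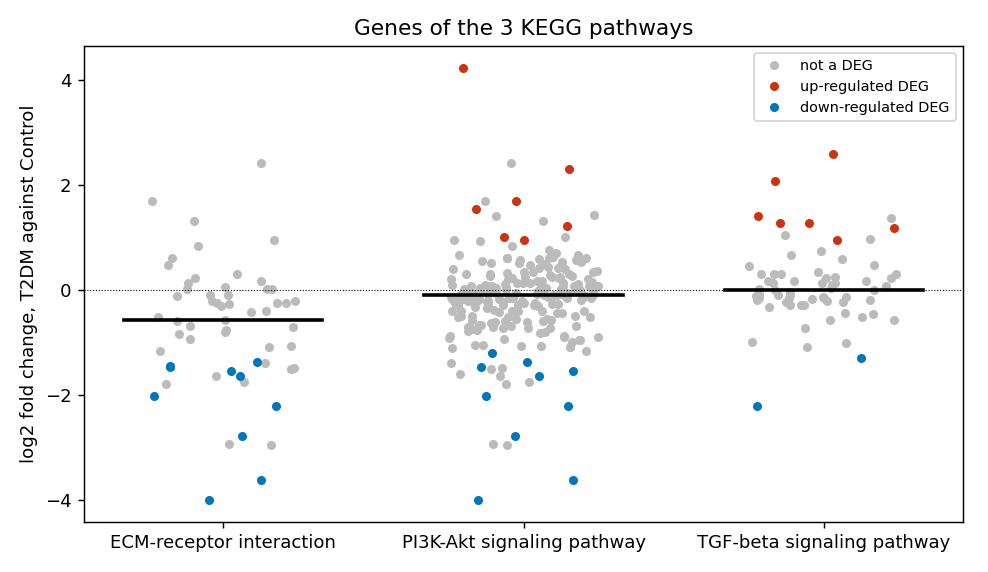
Log2 fold change, T2DM against Control, of every tested gene in the KEGG pathways ECM-receptor interaction (57 genes), PI3K-Akt signaling (233) and TGF-β signaling (67), one point per gene, with DEGs in red (up-regulated) and blue (down-regulated). The black line is the median of the pathway, at -0.58, -0.11 and -0.0044.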

**Fig. 4:**
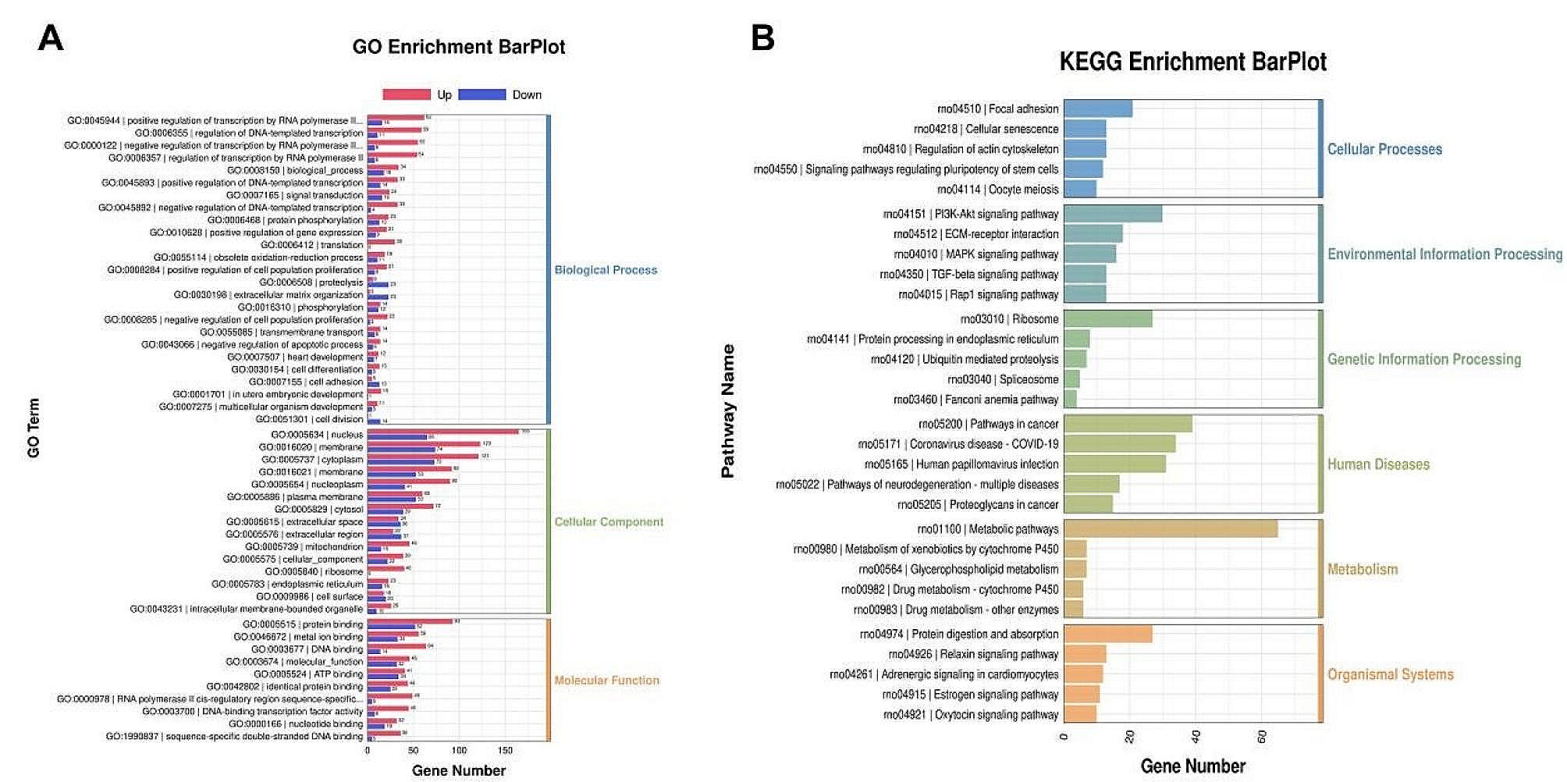
(**A**) According to the principle of Gene ontology (GO) analysis, the biological function of genes is divided into three main parts, namely biological process (BP), cellular component (CC) and molecular function (MF). (**B**) The KEGG functional enrichment analysis in two comparison groups

### The expression of DEGs was verified by qRT-PCR

Based on the transcriptomic results, in order to further verify and clarify the gene expression differences between T2DM group and Control group, 6 genes related to apoptosis were screened for qRT-PCR verification. qRT-PCR results **(**Fig. 5**)** showed that the acquired fold change of Map3k14, Atf4, Pik3r1, Il3ra, Gadd45b and Bid were 1.95, 3.25, 2.97, 2.38, 0.43 and 3.6, respectively. 

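The KEGG apoptosis pathway of the deposited annotation has 130 genes, and the 6 genes chosen are all of the paper's DEGs in it. The paper's supplementary table gives this pathway a p of 0.537. Of its 109 tested genes, 4 were DEGs, 11 had an adjusted p below 0.05 and 30 an unadjusted p below 0.05. The number of DEGs was 0.741-fold that given by chance (Fisher's exact test, one-sided, adjusted p = 1). The 109 genes had a mean shift of -0.067 against the other tested genes (camera test, adjusted p = 0.50), so no shift of the pathway as a whole was detected. Bax did not differ detectably, with a log2 fold change of 0.036 (standard error 0.25, adjusted p = 0.94 from edgeR's quasi-likelihood test). The same held for Akt1, at -0.024 (standard error 0.12, adjusted p = 0.92), and for Mtor, which overlaps Angptl7, at -0.062 (standard error 0.12, adjusted p = 0.78).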

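For Map3k14 the FPKM was 1.13 ± 0.264 (SD, n = 3) in the Control group and 3.90 ± 1.85 (SD, n = 3) in the T2DM group, a log2 fold change of 1.63 (standard error 0.34, adjusted p = 0.030 from edgeR's quasi-likelihood test). Atf4 rose from 65.4 ± 6.13 (SD, n = 3) to 144 ± 30.7 (SD, n = 3), with a log2 fold change of 1.00 (standard error 0.21, adjusted p = 0.031). The FPKM of Pik3r1 was 6.22 ± 1.23 (SD, n = 3) and 16.1 ± 6.66 (SD, n = 3), with a log2 fold change of 1.21 (standard error 0.28, adjusted p = 0.041). Il3ra, which overlaps Asmtl, had 0.311 ± 0.226 (SD, n = 3) and 1.68 ± 0.232 (SD, n = 3), with a log2 fold change of 2.30 (standard error 0.52, adjusted p = 0.039). Gadd45b and Bid did not pass the threshold. Gadd45b had an FPKM of 10.2 ± 3.97 (SD, n = 3) in the Control group and 5.00 ± 0.293 (SD, n = 3) in the T2DM group, with a log2 fold change of -1.19 (standard error 0.30, adjusted p = 0.0502). Bid had 0.700 ± 0.0847 (SD, n = 3) and 1.95 ± 0.866 (SD, n = 3), with a log2 fold change of 1.29 (standard error 0.35, adjusted p = 0.064). Adjusted over the 6 genes alone, which are the paper's own calls on these data and so show no stability, the p values ranged from 0.0048 to 0.0078. In all 6 genes the groups did not overlap, and the exact permutation test gave a two-sided p of 0.1, the smallest possible. The calls on Gadd45b and Bid changed with the test: with DESeq2, chosen after the values were seen, their adjusted p values were 0.0025 and 0.011. The ratios of the group mean FPKMs were 3.45 for Map3k14, 2.21 for Atf4, 2.59 for Pik3r1, 5.39 for Il3ra, 0.492 for Gadd45b and 2.78 for Bid.

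**Figure D2:**
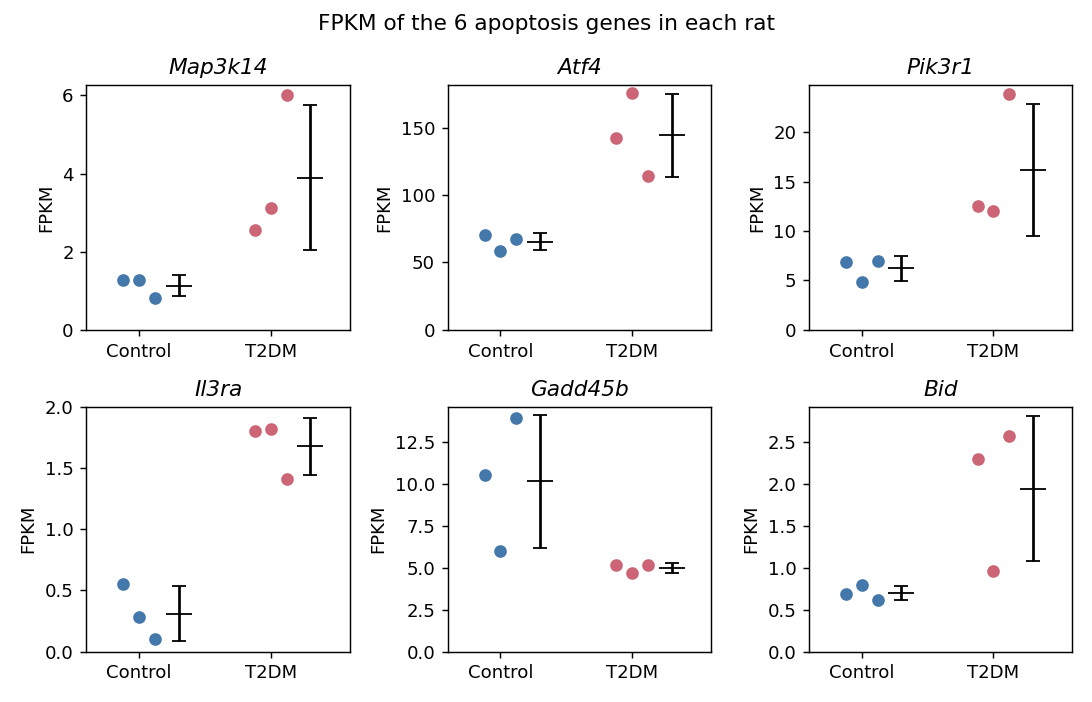
FPKM of Bid, Gadd45b, Il3ra, Pik3r1, Atf4 and Map3k14 in each of the 3 Control and 3 T2DM rats, one point per rat, on axes that start at 0. The horizontal line and bar beside each group are the mean and the SD, and in all 6 panels the points of the groups do not overlap.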

The fold change of transcriptome sequencing were 3.45, 2.21, 2.59, 5.39, 0.49 and 2.78, respectively. The fold change obtained by qRT-PCR were consistent with those obtained by transcriptome sequencing.

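The sequencing log2 fold changes kept their sign in each of the 6 fits that left out one rat. They ranged from 1.22 to 1.89 for Map3k14, from 0.76 to 1.17 for Atf4, from 0.85 to 1.40 for Pik3r1 and from 1.90 to 2.92 for Il3ra. For Gadd45b the range was -1.45 to -0.83, and for Bid 1.05 to 1.58. Of these fits, Map3k14 had an adjusted p below 0.05 in 3, Atf4 and Pik3r1 in 2 each, Bid in 1, and Il3ra and Gadd45b in 0. The paper compares the direction of the sequencing fold changes with that of qRT-PCR on another part of the same muscles (Fig. 5) and reasons from their match that the sequencing results are accurate.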

**Fig. 5:**
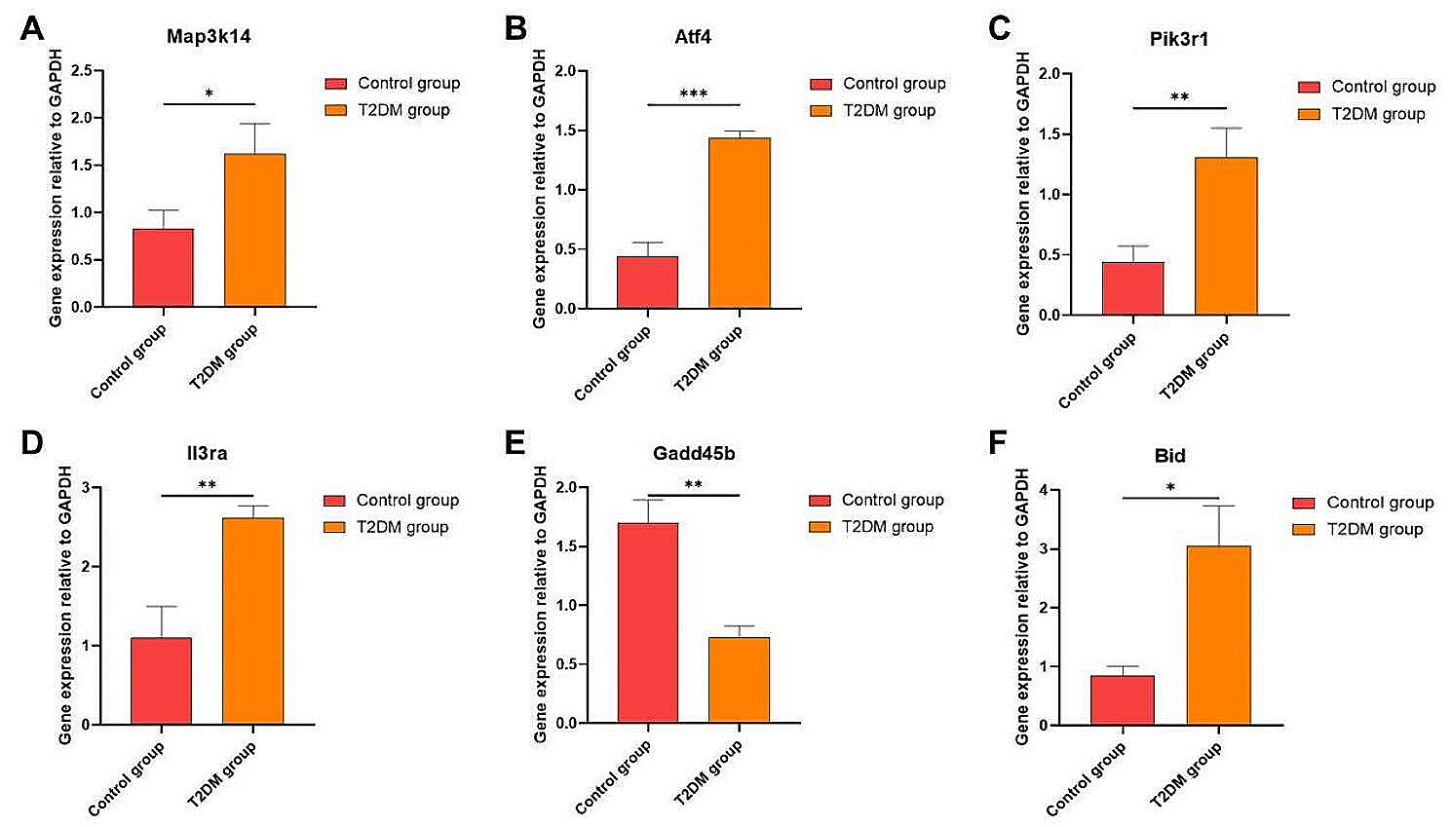
Type 2 diabetes mellitus leads to altered expression of apoptosis-related genes in gastrocnemius muscle(A-F). Error bars depict standard error. *p < 0.05 versus Control group. **p < 0.01 versus Control group. ***p < 0.001 versus Control group. The values are presented as means, with the error bars depicting the standard deviation

## Discussion

In recent years, the use of molecular biotechnology to find potential biomarkers of diseases has become an important means to explore the pathogenesis of sarcopenia [7–9]. This study was the first to establish the “gene profiles” of the gastrocnemius muscle of T2DM and normal rats by high-throughput sequencing, and 1016 DEGs were found. 

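By the annotation of the deposited file, 274 KEGG pathways held at least 1 of the 613 DEGs, and 300 held at least 1 gene of the paper's list of DEGs.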

The enrichment analysis of KEGG pathways involved 299 pathways. ECM-receptor interaction, PI3K-Akt signaling pathway and TGF-β signaling pathway showed higher enrichment and differential gene number. These results may provide new ideas for exploring the pathogenesis of diabetic sarcopenia. In addition, this study used bioinformatics analysis to screen out and verify important genes related to apoptosis. Some of the targeted genes screened in this study have rarely been reported in the regulation of muscle apoptosis, and these genes provide valuable information for further investigation of the pathogenesis of diabetic sarcopenia.

Although the exact mechanisms underlying sarcopenia are far to be unveiled, a growing body of experimental evidence suggests that Nuclear apoptosis may lead to atrophy and sarcopenia. Chronic increased activity weakens apoptosis signaling, which may reduce sarcopenia [17, 18]. Targeting apoptosis during aging may provide a new and effective therapeutic tool for combating sarcopenia [19]. Meanwhile, apoptosis is associated with acute disuse muscular atrophy, and Caspase-3-dependent pathway plays an important role in this process [20]. Based on the above studies, we believe that further identifying the most relevant apoptotic pathways to target and determining the best time to intervene may be an effective measure to treat sarcopenia. Based on the above relevant studies, we screened the differential genes involved in apoptosis, which can be used as an entry point to explore the mechanism of diabetic sarcopenia. The mRNAs with 6 differentially expressed genes were detected by qRT-PCR. The results showed that all the 6 genes showed different degrees of differentially expressed genes. The results of qRT-PCR were consistent with those of transcriptome sequencing, which confirmed the accuracy and reliability of sequencing results.

We found that NF-kB-inducing kinase (NIK) may be a novel, previously unrecognized biomarker of T2DM-induced skeletal muscle atrophy. The dysfunction of NIK(also known as Map3k14) is involved in the development of a variety of autoimmune diseases and inflammation [21]. Previous literature found that overexpression of NIK induced a 30% decrease in the mean cross-sectional fiber area of skeletal muscle, which was related to increased mRNA expression of growth arrest and DNA damage-inducible beta (Gadd45), biomarkers of skeletal muscle atrophy [21]. In addition, elevated NIK levels also induce skeletal muscle insulin resistance [22, 23] and promote muscle atrophy associated with cancer cachexia [24]. In relation to liver glycogen production, the absence of NIK in the liver can prevent liver steatosis induced by high fat diet and the reduction of liver glycogen production [25]. 

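In the gastrocnemius libraries the FPKM of Map3k14 was 1.28, 1.28 and 0.824 in the Control rats and 2.56, 3.11 and 6.01 in the T2DM rats. The normalized CPM values were 6.28, 6.79 and 4.57 in the Control rats and 11.4, 15.9 and 27.3 in the T2DM rats. Without T2DM rat 3 the ratio of the group mean FPKMs was 2.51.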

Although more and more studies have confirmed that overexpression of NIK is associated with muscle atrophy, our study is the first to report NIK expression in gastrocnemius in diabetic conditions. However, in the future, we still need to verify the correlation between NIK overexpression and atrophic gene expression in high-glucose environment through more detailed cell experiments.

As a growth retarding and DNA damage inducing protein, Gadd45 plays a critical regulatory role in various cellular functions, such as DNA repair, cell cycle regulation and aging, and genotoxic stress response. Activation or overexpression of Gadd45 has been reported to inhibit cell growth and induce cell death [26]. Similarly, our results also confirmed that the expression of Gadd45 in gastrocnemius of T2DM rats was significantly increased. 

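The deposited file holds 3 Gadd45 genes, and the one in the paper's table of 6 genes, Gadd45b, was lower in the T2DM group. Gadd45b had an FPKM of 10.6, 6.02 and 13.9 in the Control rats and 5.17, 4.67 and 5.17 in the T2DM rats. Gadd45a (ENSRNOG00000005615, chromosome 4 from 97782512 to 97784842) had an FPKM of 14.3 ± 2.38 (SD, n = 3) in the Control group and 17.4 ± 6.83 (SD, n = 3) in the T2DM group. Its log2 fold change was 0.16 (standard error 0.32, adjusted p = 0.79 from edgeR's quasi-likelihood test), and -0.29 without T2DM rat 2. Gadd45g (ENSRNOG00000013090, chromosome 17 from 13391467 to 13393243) had 23.8 ± 7.14 (SD, n = 3) and 31.8 ± 9.29 (SD, n = 3), a log2 fold change of 0.28 (standard error 0.32, adjusted p = 0.61), and -0.064 without T2DM rat 2. The exact permutation test gave two-sided p values of 0.6 for Gadd45a and 0.5 for Gadd45g.

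**Figure D3:**
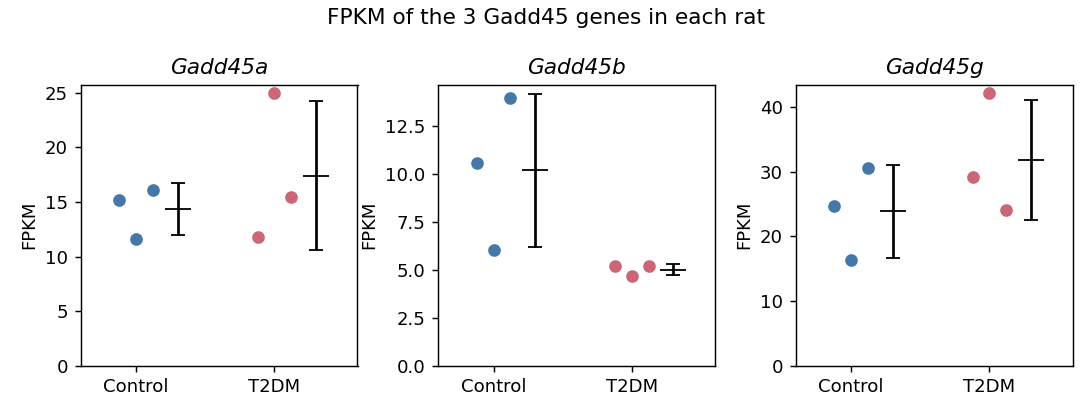
FPKM of Gadd45a, Gadd45b and Gadd45g in each of the 3 Control and 3 T2DM rats, one point per rat, on axes that start at 0, with the mean and the SD beside each group. The groups overlap for Gadd45a and Gadd45g, and every T2DM rat lies below every Control rat for Gadd45b.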

Previous literature has also confirmed that Gadd45 is involved in various cellular processes, including maintenance of genome integrity, growth arrest, apoptosis [26], senescence, and signal transduction [27]. Disuse muscle atrophy in elderly rats is closely related to the overexpression of Gadd45 [28]. However, the specific mechanism of how the increased expression of Gadd45 in gastrocnemius muscle leads to sarcopenia through apoptosis in T2DM rats still needs to be further studied.

Previous studies have found that Activating transcription factor 4 (ATF4) can be correlated with muscle atrophy [29–31]. Studies have found that ATF4 controls endoplasmic reticulum stress, oxidative stress, mitochondrial autophagy, inflammatory response, iron death, synaptic plasticity and other processes, and plays various roles in various pathophysiological processes [31]. Under various stress conditions such as aging, fasting or limb immobilization, the up-regulation of ATF4 expression in skeletal muscle fibers can cause atrophy of muscle fibers [32]. By activating specific genes in muscle fibers, ATF4 contributes to the expression of many mrnas, including those that encode the mediator of muscle fiber atrophy, such as GADD45. ATF4 is a mediator of skeletal muscle aging, and ATF4 gene knockout mice showed significant protective effects in terms of muscle mass as they aged [32]. Overall, our data suggest that ATF4 expression is significantly increased in gastrecnemius of T2DM rats, and ATF4 may be an important mediator of skeletal muscle atrophy in diabetic rats.

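The FPKM of Atf4 was 70.2, 58.5 and 67.3 in the Control rats and 143, 176 and 114 in the T2DM rats. With the increase in the T2DM group and earlier reports on muscle atrophy, the paper proposes Atf4 as a mediator of skeletal muscle atrophy in diabetic rats.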

BH3 interacting domain death agonist(BID)can act as a BAX-like effector of apoptosis. BID can also mediate mitochondrial permeabilization by itself, resulting in release of cytochrome c and mitochondrial DNA, caspase activation and apoptosis [33, 34]. Phosphoinositide-3-kinase regulatory subunit 1 (Pik3r1) is involved in the pathogenesis of chronic glucocorticoid-induced skeletal muscle atrophy, and Pik3r1 knockout mice have larger muscle tube diameter [35]. In addition, MicroRNA-106a-5p inhibits C2C12 Myogenesis by targeting PIK3R1 [36]. Pik3r1 and the downstream effector AKT are abnormally expressed in apoptosis progression. After activation, AKT can regulate many downstream target proteins, such as apoptosis, survival and phosphorylation of mTOR protein. Therefore, Pik3r1 regulates transcription and protein synthesis, and plays an important role in cell growth and apoptosis [35]. Although we found an increased expression of Il3ra in the gastrocnemius muscle of T2DM rats, there is currently no clear correlation between Il3ra and muscular dystrophy, and our results may provide new insights into the pathogenesis of diabetic sarcopenia.

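Il3ra was the least expressed of the 6 genes, with 41, 23 and 8 counts in the Control rats and 140, 136 and 106 counts in the T2DM rats. The FPKM was 0.551, 0.282 and 0.101 in the Control rats and 1.80, 1.82 and 1.41 in the T2DM rats. Il3ra is not among the 10572 genes with a mean FPKM of at least 1.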

At present, research on sarcopenia mainly focuses on patients with long-term bed rest and cachexia, and relatively few studies have been conducted on animals or humans with T2DM. In this study, high-throughput sequencing technology was used to obtain transcriptome information of gastrocnemius muscle of T2DM and normal rats for the first time, and the results of this study may provide new ideas for exploring the pathogenesis of diabetic sarcopenia. Most importantly, our dataset provides a wealth of differentially expressed genes, each of which provides a foundation for future research. The data could be useful to future researchers, giving researchers access to a large subset of genes. However, our study still has some limitations. First, the exact function of these differentially expressed genes and their role in sarcopenia need to be further studied in order to provide a basis for the treatment of diabetic sarcopenia. Secondly, this study is limited to the transcriptomic level, and other technical methods such as proteomics and metabolomics need to be further supplemented and improved, which can provide multidimensional verification of the molecular mechanism of this model. Finally, in this study, only qRT-PCR was used to verify the expression of part of DEGs without clarifying the pathogenic mechanism, which will be further studied in the future.

## Conclusions

Transcriptome sequencing was performed on gastrocnemius muscle of T2DM and normal rats. KEGG pathway enrichment analysis showed that ECM-receptor interaction, PI3K-Akt signaling pathway and TGF-β signaling pathway had higher enrichment degree and number of differential genes. A total of 1016 DEGs were screened between the two groups, and the related genes that may affect apoptosis were screened and verified. The results showed that Map3k14, Atf4, Pik3r1, Il3ra, Gadd45b and Bid had significant changes in gastrocnemius muscle of T2DM rats, suggesting that these genes may be involved in the pathogenesis of diabetic sarcopenia. These results may lay a foundation for studying the molecular mechanism of diabetic sarcopenia.

### Electronic supplementary material

Below is the link to the electronic supplementary material.

Supplementary Material 1

Supplementary Material 2

Supplementary Material 3

## Data Availability

The datasets generated and/or analyzed during the current study are available in the Gene Expression Omnibus (GEO) repository, accession number GSE268372 https://www.ncbi.nlm.nih.gov/geo/.

## Abbreviations

T2DM: Type 2 diabetes mellitus
DEGs: Differentially expressed genes
GO: gene ontology
KEGG: Kyoto encyclopedia of genes and gnomes
NIK: NF-kB-inducing kinase
Gadd45: Growth arrest and DNA damage-inducible beta
ATF4: Activating transcription factor4
Pik3r1: Phosphoinositide-3-kinase regulatory subunit 1
Il3ra: Interleukin 3 receptor subunit alpha
Bid: BH3 interacting domain death agonist

How the deposited data were processed for this re-analysis (not part of the article)

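RNA sequencing values of gastrocnemius muscle from 3 Control and 3 T2DM rats were used, one library per rat. The authors sequenced the libraries, mapped the reads that passed quality control to the rat genome and deposited an FPKM value for each gene and rat. The authors also deposited a count for each gene and rat, already as whole numbers, treated here as an estimated count because the total per rat exceeds the mapped reads of Table 1. The aligner, the counting tool and the genome build are not stated in the methods. All value columns could be matched to a rat, with 0 columns not mapped. Total counts were 44949961, 48012152 and 48454475 in the Control rats and 46645236, 45337953 and 44844562 in the T2DM rats, and 3 counts correspond to 0.0619 to 0.0669 CPM.

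The analysis had been planned on FPKM with limma. Because the deposited values include counts, the counts were tested with edgeR instead, and the planned limma fit was kept as an alternative. Genes with a mean FPKM of at least 0.5 were kept (12173 genes), counts were normalized with TMM, and the groups were compared with the quasi-likelihood F test of edgeR (version 4.0.16, in R version 4.3.3). A gene was called a DEG when its Benjamini-Hochberg adjusted p was below 0.05 and the ratio of its group mean FPKMs was above 2 or below 0.5. The thresholds are the paper's, whose methods do not say how the fold change was formed. In the paper's supplementary list, 935 of the 1016 fold changes match the ratio of the group mean FPKMs. Standard errors of log2 fold changes were derived from the F statistic.

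Enrichment was tested with a one-sided Fisher's exact test of the DEGs against the tested genes with any annotation of that kind, for terms with at least 5 tested genes, from the GO and KEGG annotation deposited with the values. The shift of a gene set was tested with camera of limma (version 3.58.1) at a preset correlation between genes of 0.01. PCA used centred log2(FPKM + 0.1). Single values were compared by exact permutation over 20 arrangements, for which the smallest two-sided p is 0.1. For gene length, the trend of each rat on the length implied by count and FPKM was removed by loess with a span of 0.3 and a prior count of 2. Gene lists were set against 10000 random lists of the same size matched on mean expression (seed 1), of which the central interval is given.

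The genes named were fixed by rule. They are the 6 apoptosis genes of the paper, the other Gadd45 genes, genes its discussion speaks of, the 5 up-regulated and 5 down-regulated DEGs with the smallest adjusted p among those whose groups do not overlap, up to 5 member DEGs of each named term with the smallest adjusted p, and Fbxo32, Trim63 and adult myosin heavy chains. Gapdh, Myh1 and Myh2 are not analysed here, and 2 other genes covered by the rule are not reported here. Replicate numbers are those of the sample labels, and rats with the same number in the 2 groups are different animals.

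The alternatives were other filters, scalings, pseudocounts, tests (limma, DESeq2 version 1.42.0, and the likelihood ratio and exact tests of edgeR), thresholds, backgrounds, a replicate block, a gene length correction and leaving out each rat in turn. The procedure was tested on simulated data with 3 samples per group, in which 191 of 192 genes changed 4-fold were called with 9 false calls among 12155 genes, and 0 genes were called when none was changed. Every simulated gene had the same dispersion (0.069), the spread between samples beyond counting error, in both groups. These rates therefore do not carry over to smaller changes or to genes that vary more between rats. Reads were not mapped again, and GC content was not examined per gene.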

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

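None of the tests in this part was chosen only after the result was seen.

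The genes of the KEGG Ribosome pathway were higher in the T2DM rats, in genes that the paper's text does not discuss. The mean log2 fold change of the 174 tested genes exceeded that of the other genes by 0.45 (camera of limma, adjusted p 1.1e-17), and 137 of them lay above the median of all genes. Across 22 alternatives this shift ranged from 0.33 to 0.52, with adjusted p values from 1.8e-20 to 0.23, and it was past the threshold in 21 of them. The exception was the fit with the correlation between genes estimated from the 6 rats. Of these genes 25 were DEGs, all up-regulated, and the paper's KEGG table counts 27, all up-regulated. The 85 genes with a ribosomal protein name had a median log2 fold change of 0.65, and the 89 others 0.25. Summed over the pathway, FPKM was 10807, 10110 and 9245 in the Control rats and 18099, 18077 and 17527 in the T2DM rats (exact p = 0.1, the smallest that 20 arrangements can give).

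Short genes were higher in the T2DM rats, with a median log2 fold change of 0.21 in the shortest eighth of genes and -0.072 in the longest, and ribosomal protein genes are short. After correction for gene length the shift was 0.33 and still past the threshold, so gene length does not fully account for it. With each T2DM rat left out in turn, the smallest shift was 0.39, so it did not rest on a single T2DM rat. Ribosomal protein pseudogenes share reads with their parent genes, and 43 of the 174 genes have clone-based or provisional names. If more such reads had been assigned in the T2DM libraries, a larger share of multi-mapped reads could be seen in them. The mean share differed by -0.304 percentage points (T2DM minus Control, exact p = 0.5). That share covers all mapped reads of a library and ranged from 7.17% in T2DM rat 3 to 8.39% in Control rat 2. It therefore cannot exclude a rise limited to ribosomal genes. Among the 4 splits of the 6 rats that part all 3 same-numbered pairs, 1 gave as small a camera p, namely the real one, as did 1 of all 10 splits. No such count can be lower with 6 rats, so it says nothing for or against a chance division of the rats. The splits do not allow the shift to be told apart from such a division. GC content and sequencing batches were not tested. Higher ribosomal gene expression in T2DM muscle remains a hypothesis that may or may not hold in other rats.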

How the results depend on the processing

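The alternatives were set before the data were examined, except limma on log2(FPKM + 0.1), DESeq2, edgeR's likelihood ratio and exact tests with and without the filter, library size alone and counts scaled to the paper's mapped reads. Those were chosen after seeing the data, apart from limma on log2(FPKM + 0.1), which had been planned as the main test on the assumption that only FPKM was deposited. Each alternative changed one choice, or the 2 named together. Values in parentheses below are log2 fold changes for genes, fold enrichments for terms and pathways, and mean shifts for gene sets. Unless a value below shows it, the cause of a change was not tested.

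The number of DEGs was within 1.5 times of 613 in 18 of 28 alternatives and ranged from 76 to 1209. All 8 gene set shifts kept their sign in every alternative, with the exception of TGF-beta signaling pathway. The shift of the extracellular matrix structural constituent genes ranged from -1.98 to -1.35 and that of the ECM-receptor interaction genes from -1.12 to -0.53, each past the threshold in 21 of 22 alternatives. The enrichment of the extracellular matrix structural constituent term was past the threshold in 30 of 31 alternatives, that of ECM-receptor interaction in 15 and that of PI3K-Akt signaling pathway in 0. All 6 apoptosis genes kept their direction in every alternative that tested them. Map3k14 was past the threshold in 21 of 26 alternatives, with adjusted p values from 6.9e-05 to 0.10. For Atf4 this was 20 of 26 (from 2.7e-04 to 0.12), for Pik3r1 20 of 26 (from 7.3e-04 to 0.14) and for Il3ra 16 of 25 (from 6.0e-04 to 0.14). Gadd45b and Bid were each past it in 8 of 26, with adjusted p values from 0.0025 to 0.15 and from 0.0078 to 0.17. The counts for these genes use the adjusted p alone, whereas a DEG call also needs the ratio of the group means. For Atf4 that ratio was below 2 in some alternatives. It was 1.99 with median-ratio scaling, 1.95 with quantile normalization and 1.97 without T2DM rat 2. Results for the other named genes and for the apoptosis and ribosome pathway enrichments gave 322 further comparisons, of which 261 kept direction and call, 11 were weaker, 12 stronger and 38 reversed.

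Leaving out each rat in turn gave from 76 to 643 DEGs, with 41 to 486 up-regulated and 35 to 157 down-regulated. The count was 172, 76 and 132 without Control rats 1, 2 and 3, and 431, 643 and 490 without T2DM rats 1, 2 and 3. Across these fits the log2 fold change ranged from 1.22 to 1.89 for Map3k14, 0.76 to 1.17 for Atf4, 0.85 to 1.40 for Pik3r1, 1.90 to 2.92 for Il3ra and 1.05 to 1.58 for Bid, and the call changed in at least 1 fit for each. The sign changed for Bax (-0.17 to 0.19), Akt1 (-0.10 to 0.058), Mtor (-0.14 to 0.016), Myh4 (-0.29 to 0.085), Gadd45a (-0.29 to 0.41) and Gadd45g (-0.064 to 0.55), none of which was past the threshold. The fold enrichment ranged from 3.32 to 6.36 for extracellular matrix organization, 0.577 to 1.21 for metal ion binding, 3.21 to 9.00 for ECM-receptor interaction, 3.61 to 7.88 for extracellular matrix, 1.46 to 1.96 for positive regulation of RNA polymerase II transcription and 0.756 to 1.06 for nucleus. Of the 6 fits, the enrichment was past the threshold in 6 for extracellular matrix structural constituent, 4 for extracellular matrix, 2 for extracellular matrix organization and 0 for ECM-receptor interaction, so the calls of the last 3 were lost in the others. For positive regulation of RNA polymerase II transcription it was in 1, and for Ribosome in 5. The shift of the TGF-beta signaling pathway genes ranged from -0.038 to 0.12. In PCA the groups made up from 44.4 to 57.2% of the squared distance.

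The groups share the replicate numbers 1 to 3, but the rats are different animals. After the group means were removed, same-numbered rats had a mean correlation of 0.069 (from -0.102 to 0.323), against -0.034 (from -0.240 to 0.242) for rats with different numbers. With the replicate number as a block in the model (a replicate block), there were 320 DEGs, 213 up-regulated DEGs and 107 down-regulated DEGs, and Map3k14 (1.55), Atf4 (0.97) and Il3ra (2.48) were no longer past the threshold. With the replicate block and the gene length correction together, there were 301 DEGs, 193 up-regulated DEGs and 108 down-regulated DEGs, and Map3k14 (1.58), Atf4 (0.96) and Il3ra (2.44) were no longer past the threshold, and Bax (-0.022) and Mtor (0.034) were in the other direction.

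Without the filter on low FPKM, Pik3r1 (1.21), Il3ra (2.31) and the enrichment of ECM-receptor interaction (3.51) were no longer past the threshold, and the enrichment of nucleus (1.14) and the shift of TGF-beta signaling pathway (-0.0038) were in the other direction. With a mean FPKM of at least 1, where Il3ra was not tested, the enrichment of ECM-receptor interaction (3.64) was no longer past the threshold, and Gadd45b (-1.18) and the enrichment of positive regulation of RNA polymerase II transcription (1.68) were now past the threshold. After correction for gene length, Gadd45b (-1.24) and the enrichment of positive regulation of RNA polymerase II transcription (1.70) were now past the threshold, and Bax (-0.019), Mtor (0.034), Myh4 (0.011) and the enrichment of nucleus (1.02) were in the other direction. When the adjusted p alone was used, there were 1209 DEGs, 701 up-regulated DEGs and 508 down-regulated DEGs, and the enrichment of extracellular matrix organization (2.07) and the enrichment of ECM-receptor interaction (1.67) were no longer past the threshold.

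Under limma with a pseudocount of 1, the enrichment of positive regulation of RNA polymerase II transcription (1.65) and the enrichment of TGF-beta signaling pathway (3.25) were now past the threshold, and Akt1 (0.12), Mtor (0.084), Myh4 (0.019) and the enrichment of metal ion binding (0.973) were in the other direction. Under limma with a pseudocount of 0.01, the enrichment of ECM-receptor interaction (2.64) was no longer past the threshold, and Akt1 (0.13), Mtor (0.10) and Myh4 (0.019) were in the other direction. With quantile normalization and limma, there were 251 down-regulated DEGs, Gadd45b (-1.10) was now past the threshold, and Bax (-0.011), Myh4 (0.21) and the enrichment of Apoptosis (1.29) were in the other direction. On TPM with limma, there were 941 DEGs and 800 up-regulated DEGs, the enrichment of extracellular matrix organization (2.52) and the enrichment of ECM-receptor interaction (2.19) were no longer past the threshold, Bid (1.41) was now past the threshold, and Akt1 (0.24), Mtor (0.21), Myh4 (0.13) and the enrichment of metal ion binding (0.998) were in the other direction. Under limma without a trend, Pik3r1 (1.31), the enrichment of extracellular matrix organization (2.96), the enrichment of extracellular matrix (2.79) and the enrichment of ECM-receptor interaction (1.85) were no longer past the threshold, and Akt1 (0.13), Mtor (0.095), Myh4 (0.019) and the enrichment of PI3K-Akt signaling pathway (0.995) were in the other direction. With array weights in limma, there were 929 DEGs and 729 up-regulated DEGs, the shift of PI3K-Akt signaling pathway (-0.15) was no longer past the threshold, Bid (1.46) was now past the threshold, and Akt1 (0.15) and Mtor (0.10) were in the other direction.

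Under limma on log2(FPKM + 0.1), the enrichment of ECM-receptor interaction (2.58) was no longer past the threshold, the enrichment of TGF-beta signaling pathway (3.29) was now past the threshold, and Akt1 (0.13), Mtor (0.095) and Myh4 (0.019) were in the other direction. With DESeq2, Gadd45b (-1.20), Bid (1.27) and the enrichment of positive regulation of RNA polymerase II transcription (1.53) were now past the threshold. With edgeR's likelihood ratio test, Gadd45b (-1.19) and Bid (1.29) were now past the threshold. With edgeR's exact test, Gadd45b (-1.19) and Bid (1.29) were now past the threshold. When the likelihood ratio test was run without the filter, there were 1091 DEGs, 710 up-regulated DEGs and 381 down-regulated DEGs, Gadd45b (-1.18) and Bid (1.29) were now past the threshold, and the enrichment of nucleus (1.08) was in the other direction. When the exact test was run without the filter, there were 988 DEGs and 342 down-regulated DEGs, Gadd45b (-1.18) and Bid (1.29) were now past the threshold, and the enrichment of nucleus (1.07) was in the other direction. With library size in place of TMM, the enrichment of extracellular matrix organization (3.15) and the enrichment of ECM-receptor interaction (1.97) were no longer past the threshold, the enrichment of positive regulation of RNA polymerase II transcription (1.67) was now past the threshold, and Akt1 (0.14), Mtor (0.11) and Myh4 (0.053) were in the other direction.

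Against all annotated genes as the background, the enrichment of ECM-receptor interaction (3.23) was no longer past the threshold, and the enrichment of nucleus (1.07) was in the other direction. With the up-regulated DEGs alone, the enrichment of extracellular matrix organization (0.372), the enrichment of extracellular matrix (0.830), the enrichment of extracellular matrix structural constituent (0.937), the enrichment of nucleus (1.08), the enrichment of metal ion binding (0.953), the enrichment of ECM-receptor interaction (0), the enrichment of PI3K-Akt signaling pathway (0.843) and the enrichment of Apoptosis (1.03) were in the other direction. With the down-regulated DEGs alone, the enrichment of Ribosome (0) was in the other direction. With the correlation between genes estimated from the 6 rats, the shift of extracellular matrix structural constituent (-1.72), the shift of extracellular matrix organization (-0.73), the shift of extracellular matrix (-0.74), the shift of ECM-receptor interaction (-0.78), the shift of PI3K-Akt signaling pathway (-0.25) and the shift of Ribosome (0.45) were no longer past the threshold. On FPKM without a log, the groups made up 56.2% of the squared distance in PCA. Of the 10 DEGs in ECM-receptor interaction all were down-regulated, and of the 25 in Ribosome all were up-regulated. Estimating the correlation leaves the shifts themselves as they were and changes only their p values.

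The share of up-regulated genes among the DEGs was 73.2%. It was 61.8% with median-ratio scaling, 62.8% with the fold change from the model, 58.9% with quantile normalization, 58.0% with the adjusted p alone, 80.3% with library size alone and 85.0% on TPM. The median log2 fold change of all tested genes was 0.015 with TMM, 0.0032 with median-ratio scaling and -0.026 with quantile normalization, but 0.19 with library size alone, 0.15 on log2(FPKM + 0.1) and 0.27 on TPM. The ratio of the group mean FPKMs that enters each call was not scaled by TMM, and its median over the tested genes was 0.17 on the log2 scale. Median-ratio scaling, which sets that median to 0.0025, called 568 DEGs, of which 515 were the same genes.

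Total counts were 44949961 to 48454475 in the Control rats and 44844562 to 46645236 in the T2DM rats. Genes with few counts, such as Il3ra with 8 in Control rat 3, are the ones that depth limits most. In simulated counts with the same depth and 3 samples in each group, 191 of 192 genes changed 4-fold were called, and 9 of the unchanged genes were called. All simulated genes shared 1 dispersion, so this does not give the power for smaller changes or more variable genes in the real rats.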

Differences from the paper's values

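A gap is called closed below where a value is within 1.5 times of the paper's, which can still leave a count well short of it. The paper gives 1016 DEGs, against 613 here. Of the alternatives set before the data were examined, the adjusted p alone (1209), limma with a pseudocount of 1 (724) or 0.01 (703), limma on TPM (941) and limma with array weights (929) fell within 1.5 times of the paper's number, and the others did not. So did limma on log2(FPKM + 0.1) (718), the test first planned, which became an alternative because the deposited values include counts. Among settings chosen after seeing the values, DESeq2 (872), the likelihood ratio test (892), the exact test (874), the last 2 without the filter (1091 and 988) and library size alone (691) also did. Of the paper's 1016 DEGs, 182 were below the filter, 834 were tested and 604 were DEGs here. The other 230 had an adjusted p that was not below the threshold.

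For down-regulated DEGs the paper gives 351, against 164 here. The adjusted p alone (508) and quantile normalization (251) closed this gap, and none of the other alternatives set before the data were examined did. DESeq2 (242), the likelihood ratio test (242), the exact test (237) and both tests without the filter (381 and 342) closed it too and were chosen after seeing the values.

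In the extracellular matrix term the paper counts 35 DEGs, against 20 here. The adjusted p alone (24), quantile normalization (25) and array weights (24) closed the gap, and the other alternatives set before the data were examined did not. Chosen after seeing the values, DESeq2 (30), the likelihood ratio test (29), the exact test (29) and both without the filter (34 and 31) closed it as well. For extracellular matrix organization the paper's 26 stand against 14. None of the alternatives set before the data were examined closed that gap, while DESeq2 (21), the likelihood ratio test (19), the exact test (19) and both without the filter (23 and 21), chosen after seeing the values, did. For extracellular matrix structural constituent the paper's 26 stand against 16. The replicate block (18), the block with the gene length correction (20), limma with a pseudocount of 1 (18), quantile normalization (19) and array weights (20) closed it, unlike the other alternatives set before the data were examined. So did DESeq2 (24), the likelihood ratio test (22), the exact test (22) and both without the filter (24 and 24), which were chosen after seeing the values.

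Metal ion binding holds 89 DEGs in the paper and 54 here. The adjusted p alone (114), TPM (78) and array weights (79) closed the gap, and the other alternatives set before the data were examined did not. DESeq2 (77), the likelihood ratio test (75), the exact test (75) and both without the filter (88 and 85) closed it and were chosen after seeing the values. Nucleus holds 230 in the paper and 135 here. The adjusted p alone (278), limma with a pseudocount of 1 (154) or 0.01 (155), TPM (217) and array weights (195) closed it, and the other alternatives set before the data were examined did not. The test first planned, limma on log2(FPKM + 0.1) (154), closed it too. Chosen after seeing the values, DESeq2 (186), the likelihood ratio test (186), the exact test (184), both without the filter (243 and 221) and library size alone (158) closed it. For positive regulation of RNA polymerase II transcription the paper has 78, against 49. The adjusted p alone (80), limma with a pseudocount of 1 (59) or 0.01 (57), TPM (72) and array weights (69) closed it, and the other alternatives set before the data were examined did not. The test first planned, limma on log2(FPKM + 0.1) (57), closed it as well. So did DESeq2 (69), the likelihood ratio test (68), the exact test (68), both without the filter (75 and 69) and library size alone (59), all chosen after seeing the values.

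The paper counts Gadd45b and Bid among its DEGs. Here their edgeR adjusted p values were 0.0502 and 0.064. Gadd45b was past the threshold with a mean FPKM of at least 1 (0.046), the gene length correction (0.048) and quantile normalization (0.0498). Chosen after seeing the values, DESeq2 (0.0025), the likelihood ratio test (0.0052), the exact test (0.0055) and both without the filter (0.0088 and 0.0096) also placed it past the threshold, in a range over all alternatives of 0.0025 to 0.15. Bid was past it on TPM (0.045), with array weights (0.0078) and without T2DM rat 2 (0.014). DESeq2 (0.011), the likelihood ratio test (0.016), the exact test (0.018) and both without the filter (0.022 and 0.025), chosen after seeing the values, placed it there too, in a range of 0.0078 to 0.17. The discussion describes Gadd45, which the paper's abbreviations give as the beta member, as increased. The log2 fold change was -1.19 for Gadd45b, 0.16 for Gadd45a and 0.28 for Gadd45g.

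The paper places extracellular matrix first among cellular components, where it was second here among those of known category. It was first with DESeq2, the likelihood ratio test with and without the filter and the exact test, all chosen after seeing the values, and under none of the alternatives set before the data were examined.

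The paper lists the TGF-β and PI3K-Akt signaling pathways as enriched. Their adjusted p values were 0.26 and 1 here. TGF-β was past the threshold under limma with a pseudocount of 1 (0.015) and under limma on log2(FPKM + 0.1) (0.017), the test first planned, in a range of 0.015 to 1, and PI3K-Akt under none (0.051 to 1). Positive regulation of RNA polymerase II transcription had an adjusted p of 0.20, and was past the threshold with a mean FPKM of at least 1 (0.044), the gene length correction (0.046), limma with a pseudocount of 1 (0.026) and without T2DM rat 3 (0.0013), in a range of 0.0013 to 1. It also was with DESeq2 (0.048) and library size alone (0.031), which were chosen after seeing the values. The paper's first principal component holds about 96% in Fig. 3A, read by eye, against 47.3% here. A PCA of the correlation matrix of FPKM between rats, chosen after seeing the values, gave 95.8%. On its first component the Control rats lay at 0.413, 0.408 and 0.415 and the T2DM rats at 0.412, 0.389 and 0.412. The groups overlapped there, so the 95.8% does not measure a difference between them.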

Other observations

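The comparison of the signs of 6 genes by sequencing and by qRT-PCR, the fibroblast list without T2DM rat 2, and the choice of Fbxo21, Fkbp5, Pdk4 and Ucp3 came only after the results were seen.

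The 6 rats can be divided into 3 and 3 in 10 ways, and 4 of these splits part all 3 same-numbered pairs. The other 6 splits part 1 pair. The real split alone gave DEGs, so 1 of the 4 splits (and 1 of the 10) had as many as 613. The other splits gave 0 DEGs, with 154 to 447 genes at an unadjusted p below 0.05 in those that part all pairs and 146 to 618 in the rest, against 3366. For the gene set shifts, the number of the 4 splits with as small a camera p was 1 for extracellular matrix structural constituent, 1 for extracellular matrix organization, 2 for extracellular matrix, 1 for ECM-receptor interaction, 1 for PI3K-Akt signaling, 3 for TGF-beta signaling and 2 for Apoptosis. Of all 10 splits the numbers were 1, 2, 5, 3, 4, 9 and 3. For every enrichment of a named term or pathway the number was 1 of 4 splits, which follows from the absence of DEGs in the other splits. The real split is always counted, so the smallest possible share is 1 of 4 (or 1 of 10). A count of 1 says nothing for or against a chance division of the rats. For the gene set shifts and enrichments, the splits do not allow the results to be told apart from such a division. For the number of DEGs, the real split parted more genes than any other, but this does not exclude such a division either. The 3366 genes of the real split stand against at most 618 in any other split. The groups did not overlap in 36.2% of the tested genes, where chance gives 10%. Genes are not independent, so these values give no p, and they do not show what divides the groups. Any factor that divided the 6 rats in the same way would give such values. The replicate numbers belong to different rats.

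Trim63 and Fbxo32, which encode muscle atrophy ligases, had log2 fold changes of -2.04 (standard error 0.41, adjusted p 0.029) and -1.25 (adjusted p 0.091). With each rat left out in turn, Trim63 ranged from -2.30 to -1.45 and was past the threshold in 1 of the 6 fits. Its FPKM was 475 in Control rat 3, against 204 and 205 in Control rats 1 and 2. For Fbxo32 the groups overlapped, with an FPKM of 21.9 in Control rat 1 and 22.0 to 23.2 in the T2DM rats. A list of 14 other atrophy genes, without these 2, had a median log2 fold change of -0.067, at percentile 40.75 of random lists, whose central interval was -0.26 to 0.20, so the list as a whole did not stand apart. Fbxo21 alone in the list had an adjusted p below 0.05, and it was higher in the T2DM rats (0.68, adjusted p 0.040). Under TMM 10 of its 14 genes were lower, but under library size alone, limma on FPKM and TPM only 5, 6 and 5 were. Those scalings move the median of all genes by 0.19, 0.15 and 0.27. An exchange of the group labels after the muscle was divided could give such lower values. It would also give opposite signs by sequencing and by the paper's qRT-PCR, and 6 of 6 genes had the same sign. An exchange before the muscle was divided cannot be seen in this way.

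Of the 31 genes in extracellular matrix structural constituent, 27 were lower in the T2DM rats under each of the 6 scalings tried. One explanation tested was fewer fibroblasts in the T2DM muscle samples. The median log2 fold change of 8 fibroblast genes was -0.67, outside the central interval of random lists (-0.36 to 0.30), with 6 of 8 lower (5 of 8 under library size alone) and 0 with an adjusted p below 0.05. That median depended on T2DM rat 2. Without this rat it was -0.23, inside the central interval of -0.35 to 0.27, with 5 of 8 lower. The median of the extracellular matrix structural constituent genes was then -1.49, with 27 of 31 lower. The list as a whole was thus not detectably lower in T2DM rats 1 and 3, but its genes went both ways. It therefore does not decide whether fewer fibroblasts account for the lower matrix genes in these rats. Another candidate explanation is a more growth-like state of the Control muscle. The median of 11 tested genes of juvenile growth was -0.83, outside an interval of -0.30 to 0.44, with 11 of 11 lower (9 of 11 under library size alone, limma on FPKM and TPM). Mest (-2.24), Dlk1 (-4.88) and Grb10 (-1.34) had an adjusted p below 0.05. With each rat left out in turn, the growth median ranged from -1.26 to -0.60. These tests do not separate a growth-like state from diabetes or from a chance division of the rats.

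Fkbp5 (-1.71, adjusted p 0.035), Pdk4 (-1.37, adjusted p 0.033) and Ucp3 (-2.08, adjusted p 0.014) were lower in the T2DM rats. So were Mki67 (-4.80, adjusted p 0.0033) and Top2a (-4.67, adjusted p 0.0033), which the rule names as members of the nucleus term. Among the adult myosin heavy chains fixed by rule, Myh4, which overlaps Myh8, had a log2 fold change of -0.11 (adjusted p 0.86), and Myh7 had 0.61 (adjusted p 0.22).

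Mapped reads divided by clean reads, both from the paper's Table 1, were 85.1, 83.4 and 83.5% in the Control rats and 80.7, 75.9 and 79.2% in the T2DM rats, and are not equal to the mapped percentages in that table. Mitochondrial genes held 18.7, 22.5 and 18.2% of the counts in the Control rats and 17.7, 10.1 and 12.7% in the T2DM rats (exact p = 0.1).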
